# Systematic identification and characterization of long non-coding RNAs in mouse mature sperm

**DOI:** 10.1371/journal.pone.0173402

**Published:** 2017-03-14

**Authors:** Xiaoning Zhang, Fengxin Gao, Jianbo Fu, Peng Zhang, Yuqing Wang, Xuhui Zeng

## Abstract

Increasing studies have shown that mature spermatozoa contain many transcripts including mRNAs and miRNAs. However, the expression profile of long non-coding RNAs (lncRNAs) in mammalian sperm has not been systematically investigated. Here, we used highly purified RNA to investigate lncRNA expression profiles in mouse mature sperm by stranded-specific RNA-seq. We identified 20,907 known and 4,088 novel lncRNAs transcripts, and the existence of intact lncRNAs was confirmed by RT-PCR and fluorescence in situ hybridization on two representative lncRNAs. Compared to round spermatids, 1,794 upregulated and 165 downregulated lncRNAs and 4,435 upregulated and 3,920 downregulated mRNAs were identified in sperm. Based on the “Cis and Trans” RNA-RNA interaction principle, we found 14,259 targeted coding genes of differently expressed lncRNAs. In terms of Gene ontology (GO) analysis, differentially expressed lncRNAs targeted genes mainly related to nucleic acid metabolic, protein modification, chromatin and histone modification, heterocycle compound metabolic, sperm function, spermatogenesis and other processes. In contrast, differentially expressed transcripts of mRNAs were highly enriched for protein metabolic process and RNA metabolic, spermatogenesis, sperm motility, cell cycle, chromatin organization, heterocycle and aromatic compound metabolic processes. Kyoto encyclopedia of genes and genomes (KEGG) pathway analysis showed that the differentially expressed lncRNAs were involved in RNA transport, mRNA surveillance pathway, PI3K-Akt signaling pathway, AMPK signaling pathway, protein processing in endoplasmic reticulum. Metabolic pathways, mRNA surveillance pathway, AMPK signaling pathway, cell cycle, RNA transport splicesome and endocytosis incorporated with the differentially expressed mRNA. Furthermore, many lncRNAs were specifically expressed in testis/sperm, and 880 lncRNAs were conserved between human and mouse. In summary, this study provides a preliminary database valuable for identifying lncRNAs critical in the late stage of spermatogenesis or important for sperm function regulation, fertilization and early embryo development.

## Introduction

Sperm are specialized cells generally considered transcriptionally and translationally inert. Early studies proposed that the lack of RNAs in sperm cells was a result of loss of most of the cytoplasm during processes in spermatogenesis. The RNAs detected in the paternal gamete were initially assumed to be either left behind after degradation and expulsion of the residual body from spermatogenesis or simply contaminants from other surrounding cells [1, 2]. However, later studies showed that sperm from mice contains about 100 fg of total RNA [3] and human sperm contains 10–20 fg of total RNA [4] in one sperm cell, which is 1% of the RNA content in somatic cells. It is well known that many RNAs, especially mRNA and small noncoding RNAs, have been investigated in mature sperm [5–7]. Nevertheless, RNAs in mature sperm are only remnants from spermatogenesis with no biological functions have aroused abroad controversy. Furthermore, recent reports have demonstrated that noncoding RNAs, such as tsRNAs and miRNAs, of sperm play important roles in paternal heredity of diet-induced obesity and metabolic disorders [8, 9], and sperm mRNAs exert considerable functions during development of early mammalian embryos [10, 11], perhaps directly controlling embryonic gene expression [12]. These studies suggested that RNAs, including noncoding RNAs, of mature sperm have important biological functions.

LncRNAs, which are commonly defined as noncoding RNAs longer than 200 bp, are novel regulatory molecules that modulate a wide variety of functions and are involved in various pathophysiologic processes and human diseases. LncRNAs are highly enriched and specifically expressed in the testes and during spermatogenesis stages [13, 14], implying that lncRNAs might play important roles in sperm production. However, the detailed profile and roles of lncRNAs in mammalian mature sperm have not been systematically investigated.

The aim of this study was to elucidate the lncRNA profile in mouse mature sperm with stranded-specific RNA-seq by Ilumina HiSeq 4000 technology. We also used bioinformatics methods and performed function predictions to screen lncRNAs candidates that are potentially involved in spermatogenesis and sperm function.

## Materials and methods

### Ethics statement

The research involving animals was conducted with the approval of the Animal Research Ethics Committee of Medical School of Nanchang University.

### Sperm collection and purification

Eight-week-old healthy male C57BL/6J mice were purchased from Hunan SJA Laboratory Animal Co., Ltd. (Changsha, China). All mice were maintained at a constant temperature (22 ± 2°C) and relative humidity (40–60%) with a 12 h light/dark schedule and free access to laboratory chow (*ad libitum*) and water. Sixty mice (10–16 weeks old) were divided into four groups to provide four pools of sperm samples from 15 mice each. The testes harvested from above-mentioned mice were arranged into two biological replicates of testes samples (n = 2). Mice were sacrificed by cervical dislocation. Sperm were collected as previously described [15] with some modifications. Briefly, the vas deferens and caudal epididymis was isolated and perforated, and then the sperm were allowed to swim out in phosphate buffered saline (PBS) a 5% CO_2_ incubator (Heal Force, Hong Kong) at 37°C for 15 min. The samples were then filtered with a 500-mesh sieve to remove the tissue debris. The sperm were then treated with somatic cell lysis buffer (0.1% SDS, 0.5% Triton X-100 in DEPC-treated H_2_O) for 30 min on ice to eliminate somatic cell contamination. Non-sperm cell contamination (< 0.2%) was checked by microscopy. After centrifugation, the top layer was carefully removed and the sperm pellet was washed twice with 10 ml of somatic cell lysis buffer at 700 g for 5 min at 4°C. Finally, the purified sperm samples were used for RNA isolation.

### RNA isolation and quality control

Total RNAs were extracted from the purified sperm (n = 4) and testes (n = 2) samples using RNeasy^®^ Plus Micro (Qiagen, Duesseldorf, Germany) according to the manufacturer’s instructions with some modifications. We added 1 ml of buffer RLT (a guanidine-thiocyanate lysis buffer supplemented with 10 mM DL-Dithiothreitol) to the sperm pellet and 10 mg testes tissues, and then homogenized the sample by passing the samples through a 20-G needle attached to a 1-ml syringe 10 to 15 times. After total RNA was bound to the membrane and other contaminants were efficiently washed away, on-column DNase digestion was performed to eliminate trace amounts DNA contamination. The concentration and integrity of the total RNA samples were evaluated using a NanoDrop ND-1000 spectrophotometer (Thermo Fisher Scientific Inc., Wilmington, DE, USA) and a 2100-Bioanalyzer with the RNA 6000 Nano Chip (Applied Biosystems, Carlsbad, CA, USA), respectively.

### Deep sequencing

Strand-specific transcriptome sequencing was conducted using Illumina HiSeq^TM^ 4000 with PE100 according to the manufacturer’s instructions developed by BGI (Wuhan, China). Briefly, the RNase H protocol was performed to remove rRNA as previously described [16]. The DNase digested RNA was purified with AMPure Beads and then fragmented to about 140–160 nt. The RNA fragments were further converted into a DNA library through end repair, adaptor ligation, reverse transcription circularization, and PCR amplification. The library was further purified with AMPure Beads and validated using the Agilent 2100 Bioanalyzer (Agilent Technologies Inc., CA, USA) and ABI StepOnePlus Real-Time PCR System (Applied Biosystems, CA, USA). The qualified library was sequenced by Illumina HiSeq^TM^ 4000.

### Bioinformatic analysis

The raw data produced by HiSeqTM 4000 was subjected to quality control tests, including removing the adaptors as well as empty reads and then filtering the low-quality reads. The clean reads were aligned to reference sequences using the SOAPaligner/SOAP2 software. The distribution and coverage of reads aligned with the reference genome were counted. The gene expression level was calculated using FPKM method [17].

FPKM = (fragments per kilobase transcriptome)/(million mapped reads)

GO analysis (http://www.geneontology.org) allows functional association of differentially expressed lncRNA-targeted mRNAs and mRNAs using three structured networks of defined terms that describe gene-product attributes. GO terms with corrected p values of less than 0.05 were considered significantly enriched by differentially expressed genes.

Kyoto Encyclopedia of Genes and Genomes (KEGG) is a database resource for understanding high-level functions and utilities of the biological system, such as the cell, organism and ecosystem, from molecular level information, especially large-scale molecular datasets generated by genome sequencing and other high-throughput experimental technologies (http://www.genome.jp/kegg/).

LncRNA-targeted genes were predicted based on the *cis* and *trans* principle. For each lncRNA, we calculated the Pearson and Spearman correlation of its expression value with that of each mRNA. The mRNAs that were co-expressed with the lncRNA of interest were defined as having Pearson correlation and Spearman correlation that exceeded 0.8 and P values less than 0.05. The mRNA loci within 10 kb upstream or 100 kb downstream of lncRNA were defined as cis-regulated target genes. RNAplex [18] was conducted on lncRNA trans-targeted genes with free energy less than -30.

### Reverse transcription (RT) and quantitative (q) PCR

The RNA was reverse transcribed to cDNA using the PrimeScript RT reagent with gDNA Eraser Kit (TaKaRa, Japan). RT-PCR was used to verify a subset of full-length transcripts (Lnc2, Lnc3, *CatSper2* and *Tssk6*) of spermatozoal RNA. PCR products were subjected to fractionation on 1.5% agarose gels at 120 V, 30 min. After separation, the gels were stained with ethidium bromide and visualized using a UV transilluminator. Images were captured digitally.

qPCR was performed with the StepOnePlus™ Real-Time PCR Systems (Applied Biosystems, CA, USA) using the SYBR Premix DimerEraser Kit (TaKaRa, Japan) according to the manufacturer’s instructions. The qPCR procedure was carried out with denaturation at 98°C for 30 s, followed by 40 cycles of denaturation at 98°C for 5 s, annealing at 60°C for 15 s, and extension at 72°C for 20 s. The expression levels of actin, *Rplp1* and *β-actin* genes were used as internal controls to normalize the related gene expression levels. A melting curve analysis was performed to check the specificity of PCR products. Three replicates were run for each sample and the qPCR assay experiment was repeated at least three times to obtain good reproducibility. The mRNA and lncRNA primer sequences used for RT-PCR and qPCR are shown in Tables 1 and 2, respectively.

**Table 1:** RT-PCR and qPCR primers of examined coding genes.

Gene symbol	NCBI no.	Tm (°C)	Length (bp)	Primers (5′→3′)
*elf3*	NM_001289613.1	62	3114	F: GGATCTTCGGACCCAGCAGAAG
				R: TGCTTTCAAATGTTTTTTCTTTATTTA
*elf3*(qPCR)	NM_001289613.1	60	128	F: CTTGGGCGTCAACGGCTACA
				R: CGCCAGCACTTCTCTCAGCAG
*atsper2*	NM_153075.3	58	2247	F: TTAGATGAACGTCCGCCGG
				R: CGCGTCAGCAGTATCTATTAGATATT
*CatSper2*(qPCR)	NM_153075.3	60	114	F: GCCTACCCAGTTTCCCATTCA
				R: CATTAGCCCAGGCAGGTTCTC
*Pcsk4*	NM_008793.2	58	2514	F: CTATATACTCTCCGCCCCCCG
				R: TTCTGTTTAACTTTTATTTGGCAAC
*Pcsk4*(qPCR)	NM_008793.2	60	114	F: AGCTTCCTGGTAACCTTTGGTC
				R: CTGTGGCTGGGTCTGACTTTG
*Tssk6*	NM_032004.2	60	1342	F: GTAATTGGGCACATGGGGGC
				R: TTTGCAAGGAAGAGCGAATTTATTG
*Tssk6*(qPCR)	NM_032004.2	62	141	F: TAAGCTGGGCCGCACGATAG
				R: CGAGGCAGGAACTTGTTGACG
*RPLP1*	NM_018853.3	60	145	F: AACATTGGGAGCCTCATCTGC
				R: CCTCGGACTCTTCCTTCTTTGC
*β-actin*	NM_007393	60	147	F: CCCATCTACGAGGGCTA
				R: GTCACGCACGATTTCC

**Table 2:** RT-PCR and qPCR primers of examined lncRNA genes.

Noncode ID	Tm(°C)	length(bp)	Primers (5′→3′)
NONMMUG056132.1(Lnc1)	60	1152	F: TACGGACAGAAGGTCTGCCC
			R: ATGGGAACTGAGAGTATATAAGAGTG
NONMMUG056132.1(Lnc1)(qPCR)	60	80	F: GACAGAAGGTCTGCCCATAGATG
			R: GGCGGAGGAGGAAGGTGAAT
NONMMUG015781.2(Lnc2)	60	410	F: ACATTTGGTGTATGTGCTTGGCT
			R: TAGATCGCAGCGAGGGAGCT
NONMMUG015781.2(Lnc2)(qPCR)	60	96	F: ACATTTGGTGTATGTGCTTGGC
			R: CCTGGGCGGGATTCTGACTT
NONMMUT020970.2(Lnc5)	58	115	F: CCTCCTTCTCATCACTTC
			R: CTCTCCATTCTTCATCCTT
NONMMUT038067.2(Lnc6)	58	153	F: GATTGCTTACTGAGAGGAT
			R: TGACACTGGCTTATATTCTAT
NONMMUT080684.1(Lnc7)	58	198	F: AGGAATGTCTGCTGAATG
			R: GAAGAGTCTTGTGAATGGA
LTCONS_00160905(Lnc8)	54	171	F: CCCCAAGATTCCTTCCTC
			R: TTCCTGCTAACCGTTCCA
NONMMUT051344.2(Lnc9)	54	196	F: GAGGGTCTGGGAGTCAAA
			R: CATTCAAGGGACAGCACA
NONMMUT071792.2(Lnc10)	54	381	F: CGGGTTCACTGGTGTAAG
			R: GCTGAATGCCTTGTCGTA
LXLOC_030768(Lnc3)	58	581	F: CGTGGAATGACCTTGTGATTCTG
			R: CTGTCCACTGCTGACTCATGTGC
LXLOC_030768(Lnc3)(qPCR)	60	143	F: CCACCCACAATAGCCACAAC
			R: CTCCGTCACCATCTTATCCAAG
LXLOC_013896(Lnc4)	62	651	F: AGCTCAGGTCCCTGCCTGG
			R: CTCCAGGTCCTCCTCAGCTCC
LXLOC_013896(Lnc4)(qPCR)	60	114	F: TCCAGCCACAGGTCAATCTACAC
			R: GAGCTCGCCTTCTGCCTAAAC

### Fluorescence in situ hybridization (FISH)

We performed lncRNA FISH staining as previously described [19, 20]. Briefly, sperm cells were fixed in methanol and acetic acid (1:3) for 20 min and permeabilized in 0.2% Triton X-100 on ice for 5 min. The cells were rinsed with 2× SSC (saline sodium citrate) prior to hybridization, and the appropriate amount of probe was applied in a hybridization solution containing 10% formamide, 2 × SSC, and 10% dextran sulfate (w/v). Hybridization was allowed to occur overnight in a humid chamber at 37°C. Cells were then washed twice for 30 min at 37°C with 10% formamide in 2 × SSC. DAPI was applied during the second wash. After washing, the coverslips containing the stained sperms were loaded on a clear slide and examined under an FV1000-IX81 confocal laser scanning biological microscope (Olympus, Japan) with an LD laser (405) for DAPI and an M_Ar laser (488 nm) for each fluorescence channel targeted with FAM-labeled lncRNA probes (BersinBio, Guangzhou, China). The probe sequences are listed here.

Lnc2: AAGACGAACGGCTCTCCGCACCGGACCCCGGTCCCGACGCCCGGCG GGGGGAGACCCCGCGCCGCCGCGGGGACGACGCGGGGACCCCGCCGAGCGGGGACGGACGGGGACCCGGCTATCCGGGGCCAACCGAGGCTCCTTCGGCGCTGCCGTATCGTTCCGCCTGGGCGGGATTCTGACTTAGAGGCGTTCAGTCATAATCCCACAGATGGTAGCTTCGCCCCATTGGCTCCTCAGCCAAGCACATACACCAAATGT

Lnc3: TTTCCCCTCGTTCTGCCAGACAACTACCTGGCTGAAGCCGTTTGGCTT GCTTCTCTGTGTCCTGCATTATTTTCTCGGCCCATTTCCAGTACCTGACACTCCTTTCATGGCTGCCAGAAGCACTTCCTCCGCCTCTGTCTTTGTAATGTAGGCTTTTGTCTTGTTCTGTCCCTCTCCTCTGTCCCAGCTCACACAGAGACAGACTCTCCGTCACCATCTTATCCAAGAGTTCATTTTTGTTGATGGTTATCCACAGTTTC

### Statistical analysis

Data are represented as mean ± standard deviation (SD). All statistical analyses were performed using SPSS 19.0 (v19.0; IBM, Chicago, IL, USA). Statistical significance was determined by the t-tests. P < 0.05 was regarded as statistically significant and P < 0.01 was considered extremely statistically significant.

### Data access

The RNA-seq data sets generated in this study have been submitted to the NCBI Gene Expression Omnibus (GEO; http://www.ncbi.nlm.nih.gov/geo) under accession numbers GSE88732.

## Results

### Purity identification and size distribution of mature sperm RNAs

The purity of mature sperm isolated from vas deferens and caudal epididymis was checked by microscopy and the results showed that non-sperm cells were less than 0.2% (Fig 1A). Biomarkers of leukocytes (*CD4*), testicular germ cells (*c-kit*) and epithelial cells (*E-cadherin*, *E-cad*) were unable to be amplified from the RNA extracted from our sperm sample, while positive markers of sperm (*protamine-1* and *-2*, *Prm1*, *Prm2*) were easily detected (Fig 1B and 1C). On the other hand, the 442 bp PCR product of *Prm2* indicated DNA contamination disappeared after DNase I digestion (Fig 1D and 1E). No reverse transcription RNA served as control to indicate DNA contamination (Fig 1F). These results confirmed the purity of our sperm sample. As shown in Fig 1G and 1H, sperm RNAs showed enrichment of smaller size fractions and lack the 28s and 18s peaks that are easily observed in testes tissue.

**Fig 1:**
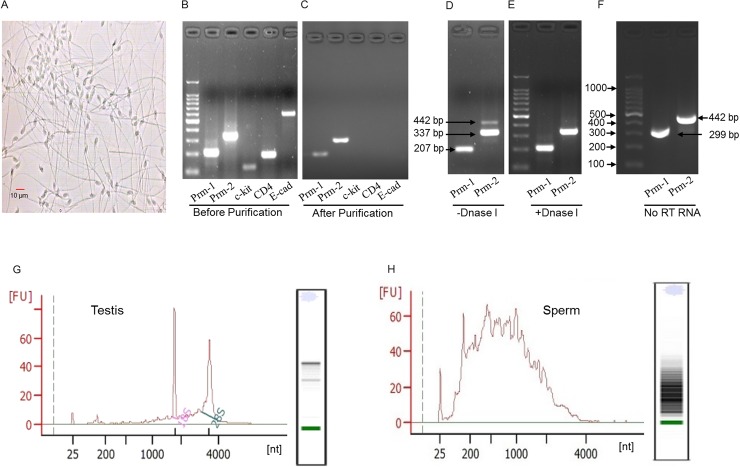
Quality control of sperm RNA. **Confirmation of sperm purity and electrophoretic size distribution of extracted total sperm RNA.** (A) Morphology of collected sperm under phase contrast microscopy. (B) Biomarkers of leukocytes (*CD4*), testicular germ cells (*c-kit*) and epithelial cells (*E-cadherin*) could be amplified easily from the RNA extracted from unpurified sperm sample. (C) After sperm was purified, non-sperm cell markers (*CD4*, *c-kit*, *E-cadherin*) were unable to be amplified from the RNA extracted from our purified sperm sample, while positive markers of sperm (*Prm1* and *Prm2*) were easily detected. (D, E) The 442 bp PCR product of *Prm2* indicated DNA contamination (D), which disappeared after DNase I digestion (E). (F) The DNA PCR product of *Prm1 and Prm2* could be amplified from no reverse transcription (RT) sperm RNA. (G, H) Electrophoretic size distribution of RNAs in mouse testis (G) and mature sperm (H) analyzed by Agilent Bioanalyzer.

### Expression patterns of LncRNA and mRNA in mouse mature sperm

To ensure the data were reliable, correlation analysis of all sequencing samples were conducted. Sperm-1, sperm-2, sperm-3 and sperm-4 indicate four biological replicates for sperm, and testis-1 and testis-2 were two biological replicates of testes. 

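RNA from 4 pools of mature sperm and from 2 testes samples was depleted of ribosomal RNA with RNase H and sequenced strand-specifically from both ends of each fragment. Each sperm pool came from 15 mice. The paper gives the age of the mice as 10 to 16 weeks, while the labels of the samples give 3 to 5 months. The same series also holds 2 sperm and 2 testes samples from mice labelled as given cadmium at 3 mg/kg and killed on day 35, which the paper does not report on. The authors removed adaptors, empty reads and low-quality reads, aligned the clean reads to reference sequences with SOAPaligner/SOAP2, and deposited for every sample the transcripts above 0 with their length, an expected count and an FPKM. An expected count is an estimate of the fragments that came from a transcript, and FPKM divides it by the transcript's length and by the size of the library. Known lncRNAs carry NONCODE identifiers, known mRNAs carry RefSeq identifiers, and the predicted lncRNAs and mRNAs carry identifiers of the authors' own assembly. The expected counts summed to 424606 in sperm-1, 1058017 in sperm-2, 366455 in sperm-3 and 508252 in sperm-4, and to 2866856 in testis-1 and 2606086 in testis-2. The number of transcripts listed followed these totals, with 10139, 30072, 7721 and 15349 transcripts in the 4 sperm pools and 56471 and 47524 in the testes samples. The smallest share of a library that 3 counts can show was 0.000284% in sperm-2 and 0.000819% in sperm-3. Such floors and the confidence intervals given with shares cover counting error only. The 10 highest transcripts held 24.7% ± 1.43 of the counts in the 3 sperm pools that the paper used (SD, n = 3) and 7.62% ± 0.909 in testes (SD, n = 2). No pair of replicates differed by as little as counting noise, since the chi-square per degree of freedom was at least 10.3 in every pair, so each sample was counted on its own. A transcript missing from a sample was taken as 0 there, and features were tested with edgeR on the expected counts rounded to whole numbers.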

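Pearson's r between samples was computed across all transcripts on the linear FPKM, with 0 for a transcript that a sample did not list. Transcripts are not independent replicates, so no p-value was attached to these coefficients. Among the 3 sperm pools that the paper kept, r was 0.859 between sperm-2 and sperm-3, 0.883 between sperm-2 and sperm-4, and 0.929 between sperm-3 and sperm-4 (SD 0.0351, n = 3 pairs). All 3 of these pairs were above 0.85. Sperm-1 gave 0.648 with sperm-2, 0.682 with sperm-3 and 0.553 with sperm-4, a mean of 0.628 ± 0.0667 (SD, n = 3 pairs), and none of its pairs reached 0.85. The 2 testes samples gave 0.975, and the 6 pairs of a kept sperm pool with a testes sample gave 0.273 ± 0.0529 (SD). For sperm-1 the alternative that moved the mean most was to use only transcripts above 0 in both samples, which gave 0.709 with the other pools. For the kept pools it was the scale. On log10(FPKM + 1) they gave 0.689 among themselves, 0 of their 3 pairs was above 0.85, and sperm-1 gave a mean of 0.658 with them. Linear FPKM gives most weight to the few highest transcripts, and 1 gene with 14 listed transcripts, NONMMUG018329.2, held 13.6%, 11.6% and 15.8% of the FPKM in sperm-2, sperm-3 and sperm-4 and 2.29% in sperm-1. From the coefficients under 0.85 with the other sperm samples, the paper reasons that sperm-1 should be left out.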

As shown in Fig 2A, the data of sperm-1 was aborted as the Pearson coefficient < 0.85 compared with other biological replicates of sperm groups. 

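The length of every lncRNA transcript is given in the authors' files. In the 3 sperm pools that the paper used, 24995 known and predicted lncRNA transcripts were above 0 in at least 1 pool, and 82.1% of them were 200 to 3000 bp long (95% Wilson interval 81.6 to 82.6%). The bin from 1000 to 2000 bp was the largest with 31.5% of the transcripts, ahead of the bin from 500 to 1000 bp with 23.7% and that from 2000 to 3000 bp with 17.2%. In testes, 48355 lncRNA transcripts were above 0 and 84.7% lay between 200 and 3000 bp (95% Wilson interval 84.4 to 85.0%). The median length was 1439 bp in sperm and 1303 bp in testes. Taken sample by sample, the share was 80.1% ± 1.91 in sperm (SD, n = 3) and 83.8% ± 0.643 in testes (SD, n = 2), so every testes sample lay above every sperm pool, from 78.2 to 82.0% in sperm and from 83.4 to 84.3% in testes. With sperm-1 added, the share in sperm was 82.2%. The share moved most when a transcript had to be above 0 in every sample, to 77.2% in sperm and 82.5% in testes.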

After assembly and analysis, we found that the length of most lncRNAs ranged from 200 bp to 3,000 bp (82.08%) in sperm, with a similar distribution observed in testes (Fig 2B). 

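Over sperm-2, sperm-3 and sperm-4, a transcript was counted as detected when its FPKM was above 0 in at least 1 pool. This gave 20907 known lncRNA transcripts of 18422 genes and 4088 predicted lncRNA transcripts of 3717 genes, beside 7914 known mRNA transcripts of 7361 genes and 810 predicted mRNA transcripts of 732 genes. With sperm-1 added, the numbers were 21578 known and 4239 predicted lncRNA transcripts. Of the known lncRNA transcripts, 11796 (56.4%) were detected in 1 pool, 5492 in 2 pools and 3619 (17.3%) in all 3. Sperm-2, the pool with the largest total, alone gave 9697 of those seen in a single pool, against 455 for sperm-3 and 1644 for sperm-4. The predicted lncRNAs were shared less often, with 63.6% in 1 pool and 12.1% in all 3. When detection in at least 2 pools was required, 9111 known and 1486 predicted lncRNA transcripts remained. Without sperm-2, 11210 known and 1943 predicted lncRNA transcripts were detected. Of the known lncRNA transcripts, 71.6% had fewer than 10 counts in every one of the 3 pools. At such counts, a transcript missing from a pool is not shown to be absent. Depth alone did not set the numbers, since after thinning to 366438 counts sperm-2 still listed 13096 known lncRNA transcripts, against 5062 in sperm-3 and 9274 in sperm-4.

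**Figure D1:**
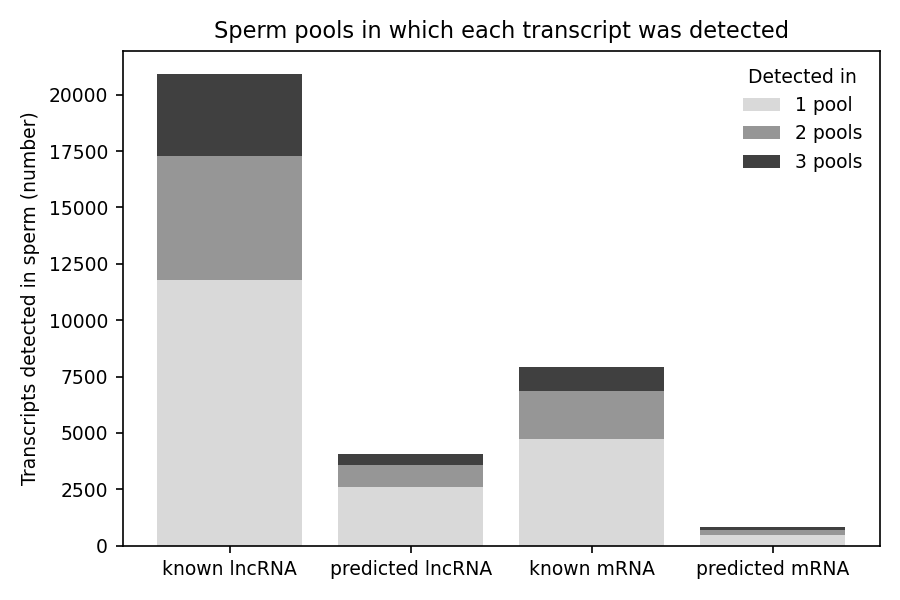
Number of transcripts detected in sperm-2, sperm-3 and sperm-4 for the known and predicted lncRNAs and mRNAs, divided by the number of pools in which each transcript was above 0. The largest part of every bar is transcripts detected in 1 pool, 11796 of 20907 for the known lncRNAs.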

We identified 20,907 known lncRNA transcripts from 18,422 known annotated lncRNA genes and predicted 4,088 novel lncRNA transcripts from 3,717 lncRNAs with the Coding Potential Calculator (Fig 2C) in mature sperm in mice. 

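In the 3 sperm pools together, 24995 lncRNA transcripts and 8724 mRNA transcripts were detected. The average expression level was taken as the mean FPKM over the transcripts above 0 in each pool, and the pool was the replicate. Known lncRNAs averaged 71.0 ± 43.2 FPKM and known mRNAs 13.8 ± 8.80 FPKM (SD, n = 3). Predicted lncRNAs averaged 49.0 ± 35.2 FPKM and predicted mRNAs 23.9 ± 12.8 FPKM (SD, n = 3). The SDs are large, and the mean was lower in a pool that listed more transcripts. The known lncRNAs gave 33.3 FPKM in sperm-2, 118 in sperm-3 and 61.7 in sperm-4. Within a pool the ratio varied less. The log2 ratio of lncRNAs to mRNAs was 2.41 ± 0.18 for the known and 0.90 ± 0.32 for the predicted class (SD, n = 3), and it was above 0 in every pool. A two-sided exact sign-flip permutation test gave p = 0.25 for both classes, the smallest p that 3 pools allow. With sperm-1 added, the log2 ratios were 2.34 and 0.91. The direction was the same under every alternative tried, with the lowest values at 1.25 for the known class when medians replaced means and 0.30 for the predicted class when the highest 1% of transcripts was left out. In testes the log2 ratio was 2.33 ± 0.08 for the known and 0.07 ± 0.38 for the predicted class (SD, n = 2). The higher mean of known lncRNAs than of known mRNAs was therefore not particular to sperm.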

The numbers and average expression level of lncRNAs were higher than those of mRNAs in mature sperm (Fig 2D and 2F). Furthermore, compared to testes, the average expression level of lncRNAs was also higher in sperm (Fig 2E).

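Known lncRNAs averaged 71.0 ± 43.2 FPKM in sperm (SD, n = 3) and 18.6 ± 2.97 FPKM in testes (SD, n = 2), a log2 ratio of 1.93. Predicted lncRNAs averaged 49.0 ± 35.2 FPKM in sperm and 9.41 ± 1.83 FPKM in testes, a log2 ratio of 2.38. Every sperm pool lay above both testes samples in each class, since the lowest pool had 33.3 and 17.9 FPKM and the highest testes sample 20.7 and 10.7 FPKM. A two-sided exact permutation test gave p = 0.2 in each class, which is the smallest p that 3 pools against 2 samples allow. With sperm-1 added, which had 87.2 and 60.1 FPKM, the log2 ratios were 2.01 and 2.46. These means are taken over the transcripts a sample lists, and the testes samples listed more transcripts at a larger depth. Counting a transcript as 0 where a sample of its tissue did not list it gave log2 ratios of 1.00 and 1.25. After all samples were thinned to a total of 366438 counts, an alternative added after the data had been seen, the log2 ratios were 1.11 and 1.40. The share of all FPKM that fell on known lncRNAs was 84.1% ± 0.810 in sperm (SD, n = 3) and 83.4% ± 0.257 in testes (SD, n = 2), and the ranges overlapped. Of the expected counts, the share on known lncRNAs was lower in every sperm pool, from 73.5 to 76.1% against 78.0 to 78.6% in testes, that on predicted lncRNAs was higher, from 13.2 to 14.3% against 7.77 to 8.00%, and that on all lncRNAs together was higher, from 87.8 to 89.5% against 86.0 to 86.4%. The share of FPKM on predicted lncRNAs was higher in every sperm pool, from 8.82 to 9.64% against 8.19 to 8.49% in testes. The mRNAs were also higher in sperm, with 13.8 against 3.68 FPKM for the known class. From the averages in Fig 2D and 2E, the paper states that lncRNA expression was higher than that of mRNAs in sperm and higher in sperm than in testes.

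**Figure D2:**
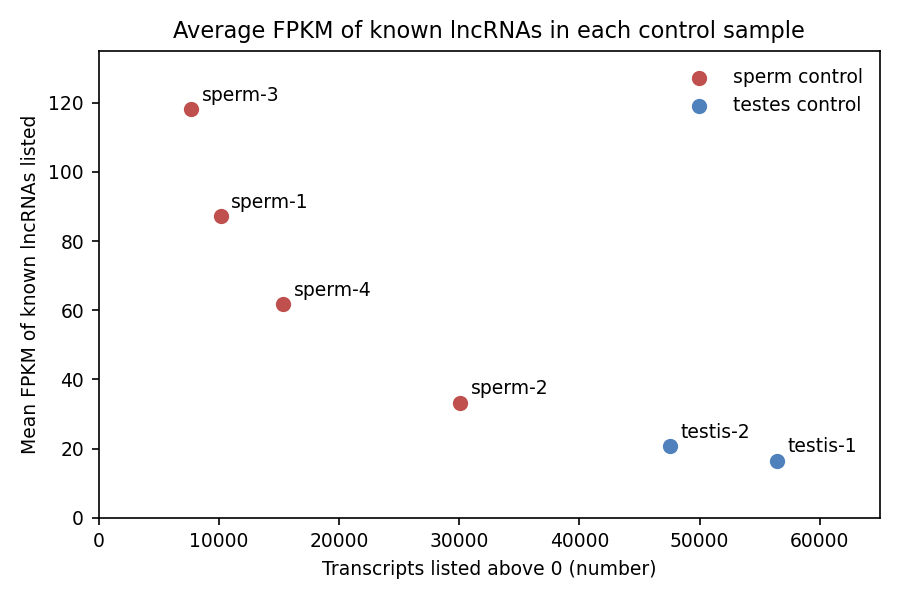
Mean FPKM of the known lncRNAs above 0 in each control sample (vertical axis) against the number of transcripts that the sample lists above 0 (horizontal axis), with 1 point per sample, for 4 sperm pools and 2 testes samples. The mean runs from 118 FPKM in sperm-3, which lists 7721 transcripts, to 16.5 FPKM in testis-1, which lists 56471.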

**Fig 2:**
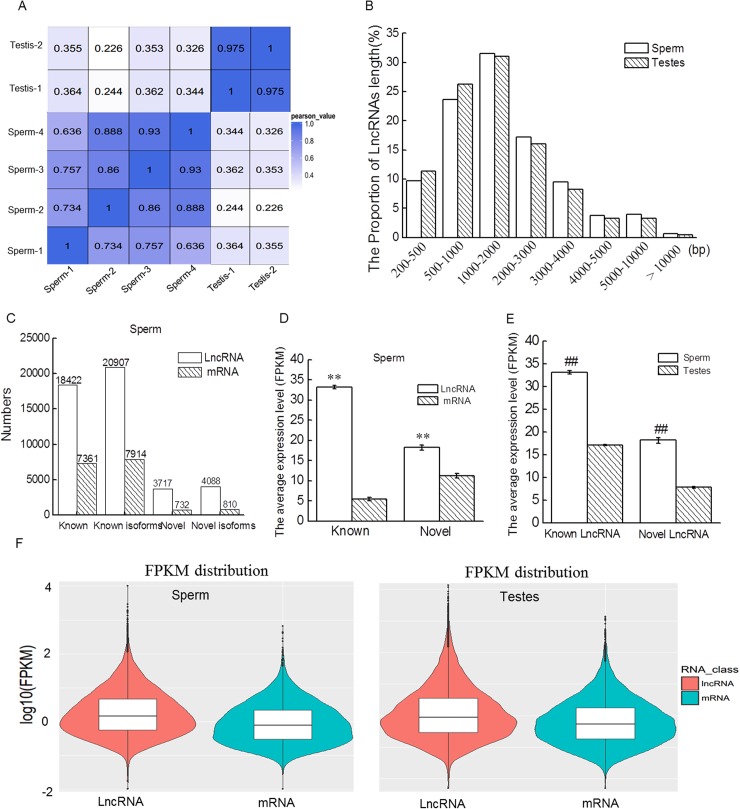
LncRNAs expression profiles in mouse mature sperm. (A) Correlation analysis of all sequencing samples. (B) The numbers of lncRNAs according to length in mice testes and mature sperm. (C) The numbers of lncRNAs and mRNAs in mature sperm. (D) The average expression levels of known and novel lncRNAs and mRNAs in mice mature sperm. (E) The average expression levels of known and novel lncRNAs in mice testes and mature sperm. (F) The violin graph of lncRNAs and mRNAs in in mice testes and mature sperm. **P < 0.01 compared with mRNA, ##*P* < 0.01 compared with testes.

### Integrity evaluation and existing forms identification of sperm LncRNAs

A computational approach was developed to globally identify the population of intact RNAs in mature sperm. This analysis was predicated on the assumption that sequencing coverage would vary less across the length of an intact transcript relative to one that was fragmented [2]. The 1000 most abundant lncRNAs from testes-1 and sperm-2 samples were used to establish a means of measuring individual transcript integrity (Fig 3A, S1 Table and S2 Table). 

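The 1000 transcripts of S1 Table were looked up in every sample. All 1000 are lncRNAs, 496 of them known and the others predicted, and the FPKM in the table equals that of sperm-2 for 1000 of them and that of sperm-1, sperm-3 or sperm-4 for 0. Their FPKM ran from 0.05 to 1909 with a median of 10.4, and 189 of them were among the 1000 lncRNA transcripts with the highest FPKM in sperm-2. Their mean coverage depth as the table gives it, which is the paper's value, was at least 5.01. Of these transcripts, 387 were also listed in sperm-3 and 593 in sperm-4. The 1000 transcripts of S2 Table are 870 known and 130 predicted mRNAs. Their FPKM equals that of testis-2 for 1000 transcripts and that of testis-1 for 9. It ran from 0.01 to 132 with a median of 0.58, and 58 of them were among the 1000 mRNA transcripts with the highest FPKM in testis-2. Per-base coverage, from which the paper scored the evenness of each transcript, was not analysed here.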

As shown in Fig 3B, sperm-specific RT-PCR was used to verify that spermatozoal RNA expressed full-length transcripts (such as Lnc2, Lnc3, *CatSper2* and *Tssk6*). RNAs that are not intact transcripts might be degraded or cleaved to small fragments (Fig 3C). Furthermore, FISH staining results confirmed that two representatively intact lncRNAs (Lnc2 and Lnc3) were expressed in sperm (Fig 3D).

**Fig 3:**
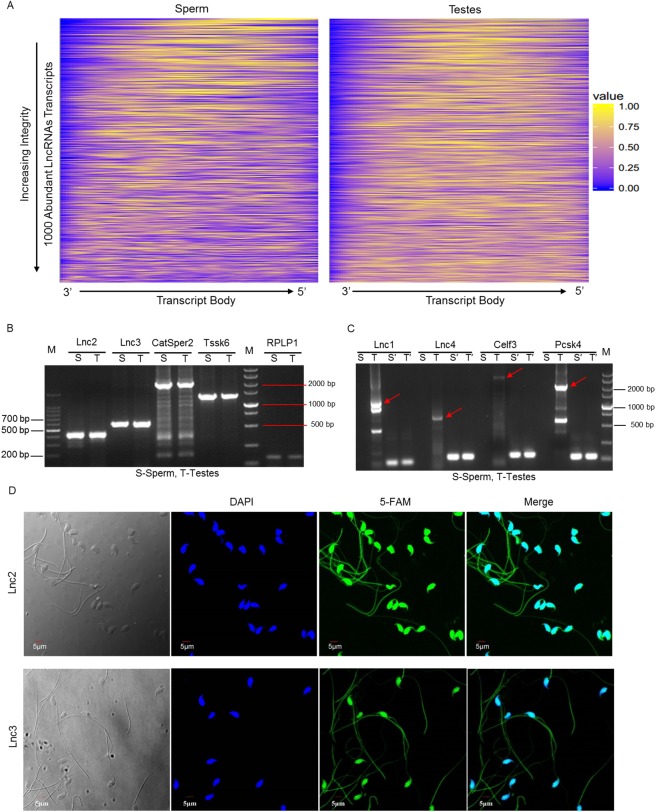
Integrity evaluation and existing forms of sperm lncRNAs. (A) Integrity evaluation of sperm lncRNAs using a computational approach. To determine the uniformity of coverage for each, RNA transcripts were divided into 100 bins, and a 5-bin moving average was used to calculate localized variations in sequencing coverage. The squared deviation from expected coverage for each bin was summed and used as an intactness score to rank the 1000 lncRNAs according to their stability. (B) Intact RNAs are present in sperm; the testes served as positive control to amplify the proposed full-length mRNAs and lncRNAs. (C) The fragmented RNAs degraded or cleaved from the intact transcripts were amplified in sperm. S′ and T′: Representative fragments were amplified from sperm and testes cDNA, respectively. (D) The localization of two representatively intact lncRNAs with FISH staining.

### Analysis of tissue-specific and conserved lncRNA in sperm

We compared lncRNA profiles of sperm and testes with other 6 tissues (heart, hippocampus, liver, lung, spleen, and thymus) lncRNA profiles abstained from noncode database, and screened the testes and/or sperm-specific expression lncRNA based on the FPKM. 

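The annotated part of S3 Table as used here names 1999 lncRNA transcripts, which were looked up in sperm-2, sperm-3 and sperm-4 and in both testes samples. The paper counts more annotated lncRNAs in this table, so the shares and intervals describe only the part used here. Above 0 in at least 1 sample of the tissue were 622 (31.1%, 95% Wilson interval 29.1 to 33.2%) in sperm and 1451 (72.6%, interval 70.6 to 74.5%) in testes. Both tissues had 448 of them, sperm alone 174, testes alone 1003 and neither 374. With sperm-1 added, 31.8% were detected in sperm. When a transcript had to be above 0 in every sample of the tissue, the shares were 3.55% in sperm and 31.8% in testes. The 6 other tissues were not analysed here. Of the 6 lncRNAs tested by RT-PCR, Lnc5, Lnc6 and Lnc10 had a higher mean FPKM in sperm and Lnc7, Lnc8 and Lnc9 in testes. Lnc9 (NONMMUT051344.2, 1646 bp) had 3.32 ± 5.74 FPKM in sperm (SD, n = 3), all of it from sperm-2, and 83.6 ± 11.4 FPKM in testes (SD, n = 2), a log2 fold change of -4.46 (standard error 1.03, adjusted p = 0.00195 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Lnc5 (NONMMUT020970.2, 9497 bp) had 15.9 ± 13.6 FPKM in sperm and 0.32 ± 0.453 FPKM in testes, a log2 fold change of 5.62 (standard error 1.23, adjusted p = 0.00090 from the same edgeR test), although sperm-3 held 0.22 FPKM. Lnc7 (NONMMUT080684.1) had 0.22 FPKM in sperm-2 and 0 in the other sperm pools against 2.73 ± 0.856 FPKM in testes (adjusted p = 0.0449 from edgeR). Lnc6, Lnc8 and Lnc10 had adjusted p-values of 0.228, 0.304 and 0.491 from edgeR (NONMMUT038067.2, LTCONS_00160905 and NONMMUT071792.2). Lnc8 was found by its identifier in the authors' assembly alone, and no transcript length was at hand to check that match. Standard errors given with edgeR's fold changes were worked back from its test statistic.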

The results showed that 6,983 lncRNA (3,575 annotated lncRNA and 3,408 predicated novel lncRNA) exclusive expressed in testis and sperm (S3 Table), 6 of which were confirmed by RT-PCR (Fig 4). LiftOver tool from UCSC was used to analyze the conservative of lncRNA between human (Data not shown) and mouse. 880 lncRNAs were conserved between human and mouse with > 80% overlap (S4 Table).

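S4 Table lists 880 pairs of a mouse and a human lncRNA, and these hold 511 distinct mouse and 793 distinct human lncRNAs. Of the mouse lncRNAs, 501 carry a NONCODE transcript identifier and were looked up in the sperm pools. In sperm-2, sperm-3 and sperm-4, 130 of them (25.9%, 95% Wilson interval 22.3 to 30.0%) were above 0 in at least 1 pool, and 26.9% were with sperm-1 added. When detection in all 3 pools was required the share was 9.98%. The overlap between the human and the mouse genome was not computed again.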

**Fig 4:**
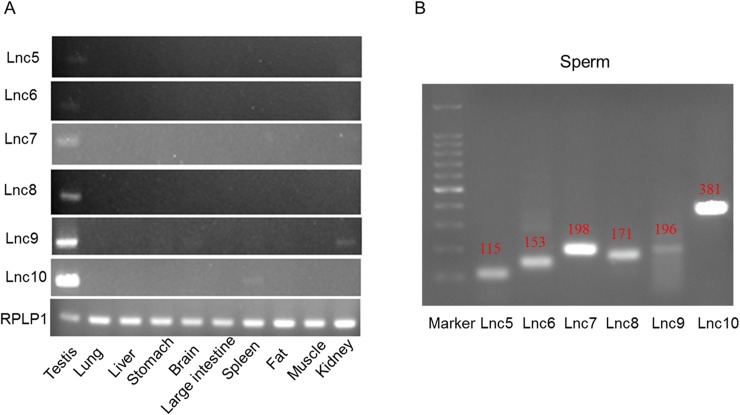
Validation of tissue-specific expression of lncRNA by RT-PCR. Total RNA of testis, lung, liver, stomach, brain, large intestine, spleen, fat, muscle, kidney, and sperm were isolated using RNeasy® Plus Micro kit, and RT-PCR was performed to detect the lncRNA candidates expression level. Rplp1 genes were used as loading controls.

### Functional LncRNA prediction in mature sperm

We performed GO and KEGG enrichment analysis of the differentially expressed genes between sperm and round spermatid [21]. The differentially expressed coding genes that were also differentially expressed lncRNA targets were screened as putative candidates of functional lncRNAs in the late stage of spermatogenesis or in mature sperm. Three GO terms, including sperm function, spermatogenesis and RNA metabolic process, were selected to predict the functional lncRNAs in the late stage of spermatogenesis or in mature sperm (Fig 5). We identified 6, 33 and 87 overlapped coding genes, respectively, which corresponded to lncRNAs that might be candidates that modulate sperm mature or RNA metabolic process via targeted coding genes. S5 Table lists 120 of the lncRNA and mRNA pairs.

**Fig 5:**
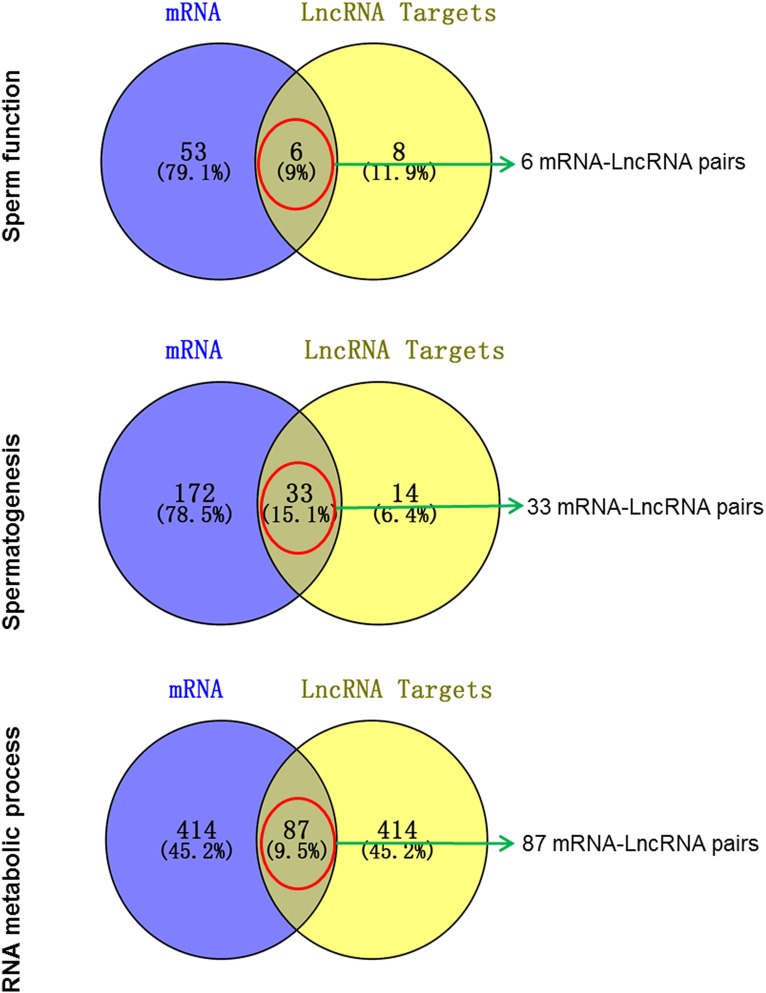
The putative functional lncRNAs in mature sperm. LncRNA target genes were predicted based on the “Cis and Trans” RNA-RNA interaction principle. One-to-one pairs of lncRNA and mRNA were deemed to putative functional lncRNAs modulating the spermatogenesis or sperm function.

### Enrichment analysis of differentially expressed genes between sperm and round spermatid

We compared the lncRNA and mRNA expression levels in the sperm of our data and round spermatid groups from GEO database (GSM1968532 and GSM1968533). 

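The sperm side of this comparison was recomputed from the files, and the round spermatid FPKM are the paper's values from S6 Table and S7 Table. The part of S6 Table used here holds 1999 lncRNAs, all of them listed as higher in sperm. Of these, 1538 are annotated transcripts that the files also list with the same length. The mean FPKM of sperm-2, sperm-3 and sperm-4, with a pseudocount of 0.01, was above the paper's round spermatid value for 1518 of them, or 98.7% (95% Wilson interval 98.0 to 99.2%), and more than 2-fold above it for 1499. The part of S7 Table used here holds 1999 mRNAs, 508 listed as higher and 1491 as lower in sperm, and 1783 of them were found in the files. The direction was the same for 99.6% (95% Wilson interval 99.2 to 99.8%), which is 455 of 462 higher mRNAs and 1321 of 1321 lower ones. Of the 1783 mRNAs, 610 were listed in none of the 3 sperm pools. These shares were nearly fixed beforehand, because the tables select transcripts for their direction and rest on the same sperm libraries. The FPKM of S7 Table and of the files correlated across transcripts with r = 0.990 for sperm-2, 0.994 for sperm-3 and 0.989 for sperm-4 on log10(FPKM + 1). Those of S6 Table gave 0.929, 0.956 and 0.944. In the same order of pools, the FPKM were equal for 745, 1249 and 981 transcripts of S7 Table. For S6 Table they were equal for only 15, 213 and 69, so most of its values are not those of the files. With sperm-1 added to the mean, the shares were 98.7% and 99.6%. Transcripts are not independent replicates, and no test between the cell types was run.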

We identified 4,040 upregulated lncRNAs and 4,261 downregulated lncRNAs (S6 Table) and 1,280 upregulated mRNAs and 3,619 downregulated mRNAs (S7 Table) in the sperm group compared with the round spermatid group with a set filter of fold-change > 2.0 (*P* < 0.05).

To characterize the function of lncRNAs in the late stage of spermatogenesis or in mature sperm, we attempted to predict the cis- and trans-regulated target genes of differentially expressed lncRNAs. Based on the “Cis and Trans” principle, we identified 14,259 targeted genes of lncRNAs. In terms of GO terms, differentially expressed transcripts of mRNAs genes were highly enriched for protein metabolic process and RNA metabolic, spermatogenesis, sperm motility, cell cycle, chromatin organization, heterocycle and aromatic compound metabolic processes et al. For the differentially expressed lncRNA targeted genes, highly enriched GO terms included nucleic acid metabolic, protein modification, chromatin and histone modification, heterocycle compound metabolic, sperm function, and other processes.

Based on our KEGG pathway analysis, the most enriched pathways for the differentially expressed mRNAs were mainly related to the metabolic pathways, mRNA surveillance pathway, cell cycle, RNA transport and endocytosis et al. For the differentially expressed lncRNA targets, the most significant pathways were those involved in RNA transport, PI3K-Akt signaling pathway, AMPK signaling pathway, protein processing in endoplasmic reticulum, and some other processes.

### qPCR validation

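Sperm-2, sperm-3 and sperm-4 were compared with testis-1 and testis-2 over the 25822 transcripts with at least 1 FPKM in at least 2 of these samples. With edgeR's quasi-likelihood test on the rounded expected counts, TMM normalization and Benjamini-Hochberg adjustment, 6144 transcripts had an adjusted p under 0.05 and a change of more than 2-fold, 1158 higher and 4986 lower in sperm. Among them were 3910 known lncRNAs, 713 predicted lncRNAs, 1337 known mRNAs and 184 predicted mRNAs. With all 4 sperm pools the number was 6034. The number depended strongly on the samples and the method, from 796 without sperm-2 to 9270 with limma on FPKM rescaled to the same sum in each sample. More transcripts were lower than higher under every setting, but the balance varied. It ran from 450 higher and 608 lower without sperm-4 to 908 and 8362 with limma on rescaled FPKM. The 3 pools held 366455 to 1058017 counts, against 2606086 and 2866856 in the testes samples. A low transcript seen in both testes samples could pass the filter and be missed in the pools. The comparison was not run at equal depth, so the balance of directions may partly reflect depth. Sperm and testes samples share replicate numbers in the labels, and with the replicate number as a block the comparison, which then rests on replicates 1 and 2 of each tissue and so includes sperm-1, gave 1184 transcripts. The same 4 samples without the block gave 1945. Deviations of same-numbered samples correlated with r = -0.044. With 2 samples per tissue, the opposite pairing gives the same r with the sign turned. This r therefore cannot decide whether samples were paired. According to the paper, the testes came from the mice that gave the sperm, so the tissues share donors. It does not say which pool matches which testes sample, and the pairing by number is taken from the labels alone. Tests without the block treat the samples as independent. By edgeR's log2 fold change, the largest rise was in NONMMUT029636.2, an lncRNA of 3845 nt. It had 6884 ± 1063 FPKM in sperm and 0 in testes (log2 fold change 18.05, standard error 0.723, adjusted p = 2.4e-31 from edgeR). The largest fall was in NONMMUT029639.2, with 0 FPKM in sperm and 4526 ± 732 FPKM in testes (log2 fold change -17.58, standard error 0.714, adjusted p = 5.6e-31 from edgeR). The second rise was in NONMMUT029670.2, with 28825 ± 2922 FPKM in sperm and 0 in testes (log2 fold change 16.81, standard error 0.808, adjusted p = 4.3e-27 from edgeR). It was also at 0 FPKM in sperm-1, which is outside this comparison. With testes at 0, the order of the 2 rises depends on the test. Over the alternatives, the lowest log2 fold change was 12.7 for NONMMUT029636.2 and 14.8 for NONMMUT029670.2. NONMMUT029636.2, NONMMUT029639.2 and NONMMUT029670.2 belong to the gene NONMMUG018329.2. Its 14 transcripts summed gave a log2 fold change of 1.99 (standard error 0.323, adjusted p = 2.5e-06 from edgeR). The second fall was in NONMMUT065000.2, with 0 FPKM in sperm and 349.5 ± 57.1 FPKM in testes (log2 fold change -13.09, standard error 1.16, adjusted p = 8.1e-14 from edgeR). It is the only listed transcript of NONMMUG040149.2, and the test with transcripts summed gave -13.08 (standard error 1.11, adjusted p = 6.8e-16 from edgeR).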

To confirm the reliability of our sequencing data, we randomly selected four upregulated lncRNAs and mRNAs from the pool of mRNAs and lncRNAs whose fold changes were > 2.0, and analyzed their expression levels by qPCR in testes and sperm samples. 

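The 8 RNAs of Fig 6 were looked up in the 3 sperm pools and 2 testes samples that the paper used. The log2 ratio of their mean FPKM was above 0 for 8 of 8. The paper drew these RNAs from those that its sequencing gave as upregulated. Ratios and p-values from the same libraries are therefore not an independent check. Lnc2 (NONMMUT025494.2, 410 bp) had 6545 ± 3353 FPKM in sperm (SD, n = 3) and 16.5 ± 8.41 in testes (SD, n = 2), a log2 ratio of 8.63 (adjusted p = 1.6e-13 from edgeR). Lnc3 (LTCONS_00052481, 581 bp) had 62.8 ± 31.8 FPKM in sperm and 0 in testes, a log2 ratio of 6.00 with a pseudocount of 1 (adjusted p = 0.00219 from edgeR). Lnc4 (LTCONS_00023677, 651 bp) had 49.8 ± 51.6 FPKM in sperm, with 0 in sperm-3, and 0.32 ± 0.453 in testes, a log2 ratio of 7.28 (adjusted p = 0.0157 from edgeR). Lnc1 (NONMMUT090133.1, 1152 bp) was above 0 in sperm-2 alone among the 3 pools, at 3.03 FPKM from 3.58 expected counts, and its log2 ratio of 7.66 rests on 0.01 FPKM in testis-2. It was too low for the edgeR test.
The positions of the mRNA genes are those of RefSeq's annotation of GRCm38. Tssk6 (NM_032004, chromosome 8 from 69902184 to 69903518) had 76.7 ± 79.2 FPKM in sperm and 7.56 ± 1.53 in testes, a log2 ratio of 3.34 (adjusted p = 0.0460 from edgeR). Celf3 (NM_001289613, chromosome 3 from 94478285 to 94496786) had 3.33 ± 2.97 FPKM in sperm and 0 in testes, a log2 ratio of 2.11 with a pseudocount of 1, and 0.88 when its 4 transcripts were summed (adjusted p = 0.0394 from edgeR for the single transcript). Pcsk4 (NM_008793, chromosome 10 from 80321283 to 80329748) and CatSper2 (NM_153075, chromosome 2 from 121391633 to 121414598) had log2 ratios of 2.85 and 2.31, were at 0 in sperm-3, and had adjusted p-values of 0.236 and 0.329 from edgeR. For Lnc2, Lnc3 and Tssk6 every one of the 3 sperm pools was above both testes samples, and a two-sided exact permutation test gave p = 0.2, the smallest p that 3 against 2 allow. Sperm-1 had 4500 FPKM for Lnc2, 12.8 for Tssk6, 21.3 for Lnc1, 148 for Lnc4 and 0 for Lnc3, Celf3, CatSper2 and Pcsk4. The qPCR values were not analysed here. The paper states that qPCR gave the same upward trend as sequencing for each RNA.

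**Figure D3:**
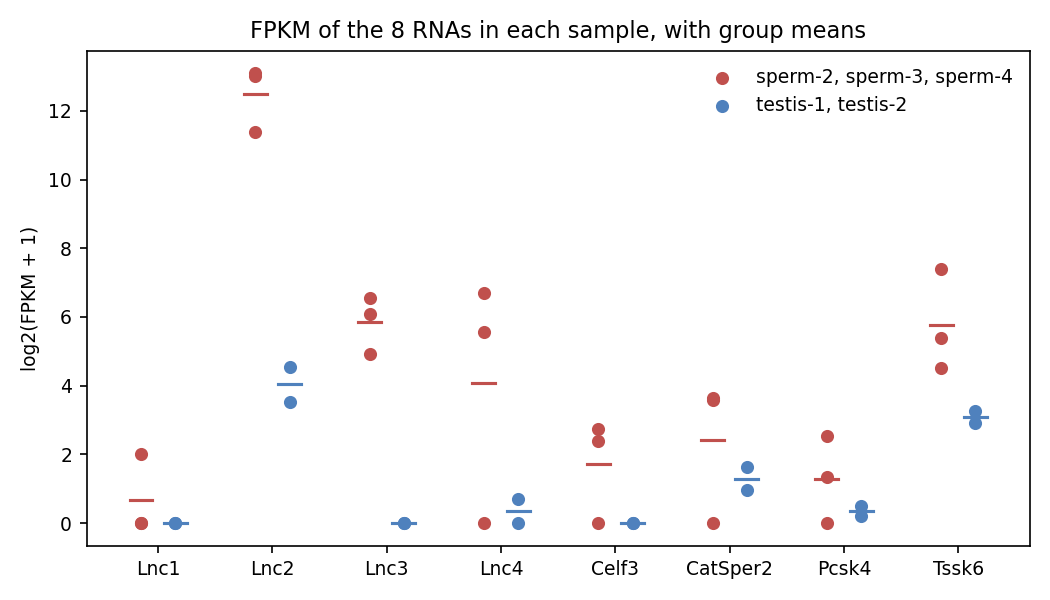
log2(FPKM + 1) of the 8 RNAs in sperm-2, sperm-3 and sperm-4 and in testis-1 and testis-2, with 1 point per sample and a line at the mean of each group. All 3 sperm points lie above both testes points for Lnc2, Lnc3 and Tssk6, and the sperm points of Lnc1, Lnc4, Celf3, CatSper2 and Pcsk4 include a pool at 0.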

As shown in Fig 6, the qPCR results were consistent with the sequencing data and showed the same trend of upregulation for each RNA.

**Fig 6:**
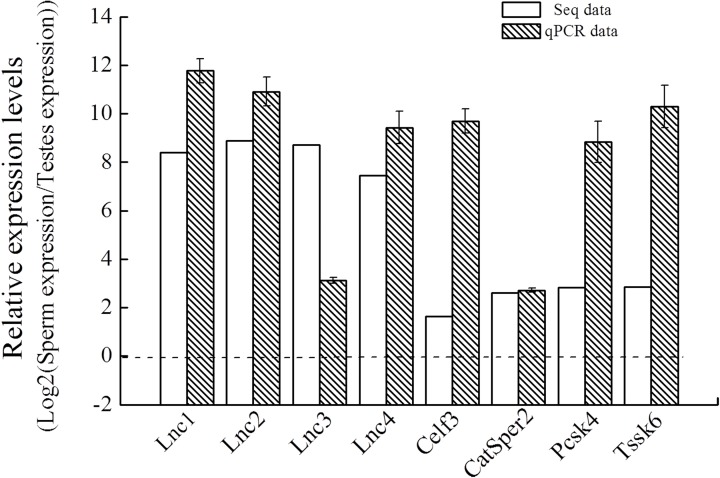
qPCR validation of the upregulated RNAs. After total sperm RNA was isolated, qPCR was performed to detect the RNA expression in sperm and testes. *Rplp1* and *β-actin* genes were used as loading controls to normalize RNA expression levels. Data are expressed as the mean ± standard deviation (n = 3).

## Discussion

The importance and potential function of lncRNAs in male sterility have been the subject of attention, as lncRNA expression levels are highly enriched and specific in testes and during spermatogenesis stages [10, 14], and a large number of lncRNAs have been identified from the reproductive system including testes tissue [22] and germ cells of Drosophila [23], mouse [24], rat [25] and human [26]. One recent report examined the lncRNA expression in mice sperm [27], but the results were unreliable because of somatic cell contamination. Furthermore, the authors only focused on known lncRNAs using microarray analysis. To the best of our knowledge, this was the first study to comprehensively identify and characterize lncRNAs in mouse sperm.

Sperm obtained from epididymis and vas deferens often contain some somatic cells like epithelial cells, testicular germ cells and leukocytes. Since sperm RNA content is about 1% of that in somatic cells and DNA quantity in sperm is very high with respect to RNA, the precaution of contamination caused by somatic cell RNAs and sperm DNA is very critical. In our study, we obtained high purity sperm RNA as indicated by the inability of PCR amplification of biomarkers of leukocytes (*CD4*), testicular germ cells (*c-kit*), epithelial cells (*E-cadherin*, *E-cad*) and genomic DNA products of *Prm2*. In addition, RNA-seq in sperm is far more complex than that in somatic cells because the intrinsic characteristics of spermatozoal RNA were mainly fragmented [28] and displayed an unusual 28S/18S rRNA ratio [29]. These results are consistent with our findings that sperm RNAs appeared as a complex mixture of fragmented products and some intact RNAs that ranged about from 25 to 4,000 nt.

Sperm RNAs possess abundant alternative isoforms, resulting in higher numbers of transcripts than genes [2]. In the present study, we identified 20,907 known lncRNA transcripts from 18,422 known annotated lncRNA genes and predicted 4,088 novel lncRNA transcripts from 3,717 lncRNAs in mature mice sperm. Many lncRNA genes could transcribe two or three transcripts (data not shown), which might result in quantitative modulation of gene expression in spermatogenesis through cotranscriptional coupling mechanisms [30, 31]. Furthermore, the number of lncRNAs alternative splicing events was higher than that of mRNA. Surprisingly, although the numbers of lncRNAs were higher than mRNAs, the average expression level of lncRNAs was higher than mRNAs in mature sperm. This is different from the other tissues, in which the average expression level of lncRNAs is lower than mRNAs. Furthermore, compared to testes, the average expression level of lncRNAs was higher in sperm, which furthers the idea that lncRNAs might have potential functions in mature sperm.

According to the assembly and alignment results, the length of most lncRNAs ranged from 200 bp to 3,000 bp (82.08%) in sperm, with a distribution similar to that of testes. However, as mentioned above, many sperm RNAs are fragmented, and therefore we developed a computational approach to globally evaluate the integrity of lncRNAs. As expected, the integrity ratio of sperm lncRNAs was lower than that of testes. Furthermore, two mRNAs and two lncRNAs of interest were selected from the top 100 most intact profiles to test *in silico* predictions of stability by RT-PCR. The full length mRNA of *CatSper2* and *Tssk6* were detected in sperm. Two lncRNAs, Lnc2 and Lnc3, were also present in intact forms. FISH results further confirmed that Lnc2 and Lnc3 were present in sperm. However, some transcripts, such as the mRNAs of *Celf3* and *Pcsk4* and lncRNAs of Lnc1 and Lnc4, were fragmented because we had not amplified the full-length production of these transcripts but only identified the partial production that might be derived from fragmented RNAs in sperm. Similarly, three intact mRNAs, *NDUFA13*, *IZUMO4* and *CIB1*, were identified in sperm by Sendler, et al. Since the stability and integrity of RNA were functionally correlated [2], the existence of intact lncRNAs in sperm indicates that lncRNAs might exhibit regulatory effects on sperm function, a topic worthy for deeper investigation.

Testis-specific lncRNA might be important for male infertility [22]. In the present study, many testis/sperm-specific lncRNAs were also identified, and 6 of which were confirmed by RT-PCR. Furthermore, although conservative of lncRNA was lower than mRNA, 880 high conserved lncRNAs between human and mouse were found. These testis/sperm-specific or conserved lncRNAs should be concerned and investigated to elucidate the function of lncRNAs in mature sperm.

Sperm might retain certain transcriptional and translational activities [32, 33], which might result in the intact RNAs function in regulating targeted gene expression in sperm. The knockdown of coding genes retained in sperm could impair the sperm function [34, 35]. Hence, the putative functional lncRNAs that affect nucleic acid metabolic processes might affect the spermatogenesis or mature sperm function via modulating corresponding target genes. The nucleic acid metabolic process genes, including RNA metabolic process and ncRNA processing related genes, might be important for sperm mature and sperm function because cleavage of rRNA ensures translational cessation [36] and maintenance of intact RNAs safeguarded sperm function and embryonic development when sperm are delivered at fertilization [10]. KEGG analysis also confirmed that mRNA surveillance pathway-related mRNA and lncRNA genes are important for sperm function. These might explain why well-controlled degradation and retention of RNAs are important for development of fertile sperm. Collectively, the lncRNAs that regulate sperm function, spermatogenesis and RNA metabolic process related coding genes and lncRNAs genes should be examined in future studies for uncovering the roles of lncRNAs in the late stage of spermatogenesis (elongation and maturation of sperm) or in mature sperm.

In our study, eight differently expressed genes that were identified by sequencing data were further corroborated by qPCR results, which suggested that sequencing data were reliable. It is likely that the dis-regulated RNAs in sperm, compared to round spermatid, are required earlier in spermatogenesis, and that RNAs associated with nuclear organization and the chromosome are no longer required in fully differentiated sperm and are simply residual. However, some abundant sperm transcripts may also function in the oocyte upon fertilization [37, 38] and zygotic successful development [10]. Therefore, we proposed, on one hand, that the content of RNAs might reflect the disorder and errors in the late stage of spermatogenesis, including sperm maturation, resulting from abnormal RNA processing and metabolism, and further explain the infertility mechanisms. On the other hand, some RNA elements (fragments and intact transcripts) present in sperm could be used as markers to assess the fertility status and outcome of assisted reproductive technologies [39]. Collectively, these differently expressed RNAs might show some function in sperm maturation, within the sperm or in future post-fertilization events.

## Conclusions

In summary, the present study systematically identified and characterized many lncRNAs in mouse mature sperm. These lncRNAs were detected in sperm as fragmented and intact forms. The abundant, intact and testis/sperm specific lncRNAs related RNA metabolism, spermatogenesis, and sperm function represent good candidates to elucidate the functions of lncRNAs in mature sperm. Our results will contribute to the current understanding of the lncRNA complexity in mature sperm and provide a preliminary database of sperm lncRNAs for investigating their regulatory roles in sperm.

## Supporting information

S1 Table Integrity evaluation of sperm lncRNAs. (XLS) Click here for additional data file.

S2 Table Integrity evaluation of testis lncRNAs. (XLS) Click here for additional data file.

S3 Table Tissue-specific lncRNA in testis and sperm. (XLS) Click here for additional data file.

S4 Table The conserved lncRNA between human and mouse. (XLS) Click here for additional data file.

S5 Table 120 of the lncRNA and mRNA pairs. (XLS) Click here for additional data file.

S6 Table The differential expression of lncRNA genes between sperm and round spermatid. (XLS) Click here for additional data file.

S7 Table The differential expression of mRNA genes between sperm and round spermatid. (XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

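RNA was sequenced from 4 pools of control sperm, 2 control testes samples, 2 cadmium sperm samples and 2 cadmium testes samples of the mouse. The paper reports on the control samples, names them sperm-1 to sperm-4 and testis-1 and testis-2, and leaves sperm-1 out. The condition and replicate of each sample were taken from the sample labels and the paper. The paper gives the mice as 10 to 16 weeks old, and the labels give 3 to 5 months.

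The authors removed adaptors, empty reads and low-quality reads, aligned the clean reads with SOAPaligner/SOAP2 and deposited 1 table per sample with an expected count and an FPKM for each transcript above 0. The expected counts that the authors deposited are estimates that were not normalized, and 29.3 to 40.3% of them per sample were not whole numbers. The FPKM that the authors deposited are scaled to transcript length and library size and summed to between 691375 and 733566 per sample. The paper's text does not name the tool that gave the expected counts, nor the genome build of these tables. Over the 10 samples, the tables list 84289 transcripts, of which 51610 are known lncRNAs, 11596 predicted lncRNAs, 18966 known mRNAs and 2117 predicted mRNAs.

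The expected counts of a sample summed to between 366455 and 1058017 in control sperm (median 466429), 1155491 and 1254477 in cadmium sperm, 2606086 and 2866856 in control testes, and 2709568 and 2845417 in cadmium testes. A share of 3 counts, taken as the smallest that a sample can show, was between 0.000105% and 0.000819% of a sample. Shares of transcripts were given with 95% Wilson intervals, which cover counting error only.

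Correlations, lengths, numbers detected and mean FPKM were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. A transcript that a sample did not list was taken as 0. Mean FPKM of a class was taken over the transcripts above 0 in a sample, and the samples were the replicates in exact permutation tests. Thinning kept each count of a sample with the same probability, so that totals fell to about 366438. Thinned mean FPKM and numbers of transcripts are means over 20 draws. The cadmium comparison at equal depth rests on a single draw, with the filter set before thinning.

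Transcripts were tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 on the expected counts rounded to whole numbers, with TMM normalization, over transcripts of at least 1 FPKM in at least 2 samples of the comparison. A transcript was called changed at a Benjamini-Hochberg adjusted p under 0.05 and a change of more than 2-fold. The standard error given with an edgeR log2 fold change is the size of that change divided by the square root of the F statistic. It is worked back from the test and is not a spread between samples. Sperm was compared with testes, cadmium with control within each tissue, and the cadmium effect in sperm with that in testes in 1 model of 9 samples. The design had been written for limma on log2(FPKM + 1), with edgeR to be used if the tables held counts, so edgeR became the main test and limma 3.58.1 an alternative. For the difference of the cadmium effect between the tissues the design named limma alone, and edgeR was used there too after the tables were seen. DESeq2 1.42.0 was another alternative. In no comparison did both groups have 3 samples, so other divisions of the samples were not counted.

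The edgeR test was checked on simulated counts in which 200 transcripts were changed. At the dispersion estimated from the samples, 4-fold changes were recovered for 0.5% of these transcripts between sperm and testes, 0% for cadmium in testes and 0.5% for cadmium in sperm. Changes of 16-fold were recovered for 39.0%, 61.0% and 50.5%, and changes of 64-fold for 79.0%, 76.5% and 67.5%. At a low dispersion of 0.05, 4-fold changes were recovered for 88.0%, 54.5% and 81.5%, so the test itself finds such changes when replicates are similar. The number of unchanged transcripts called was between 0 and 13 in these simulations. The changed transcripts were few and all above a minimum expected count. Their recovery rates need not hold where many transcripts change or where counts are lower.

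The RNAs named in the text are every RNA that the paper names and, in each comparison, the 2 largest rises and the 2 largest falls among changed transcripts whose samples did not overlap between the groups. The rule named the fold change of limma, and that of edgeR took its place with the change of test. Gene positions and symbols come from RefSeq's annotation of GRCm38. RNAs of the paper's Table 1 and Table 2 were found by gene identifier and length or by transcript identifier. Results were computed again with other detection limits, pseudocounts, filters, scalings, tests and sets of pools, and also with the replicate number as a block. Some were computed again with replicates left out in turn. This was not done for the correlations, the shares of S3 Table and S4 Table or cadmium in testes. No test was run with a testes or a cadmium sample left out. RT-PCR, qPCR, FISH, target prediction, pathway enrichment and the round spermatid reads were not analysed here.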

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

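The comparisons of cadmium with control, and that of the cadmium effect between the tissues, were in the design. The tests of explanations below were chosen only after the results had been seen, except that of depth in the cadmium comparison. How the marker and decimal tests were to be read was changed after their values were known. The 4 control sperm pools were examined for a pool far from the others in 33 quantities, and 6 of them had one. By chance about 1 in 20 such sets of 4 has one, but that rate does not hold where 3 of the 4 pools are at 0, which always counts as a distant pool and was so for Lnc7, Lnc9 and Cd4, so the 6 cannot be set against chance. No biological explanation was tested for these, since the pools are replicates of 1 condition.

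Lnc1 had 21.3 FPKM in sperm-1, the pool that the paper left out, and between 0 and 3.03 FPKM in the other pools. Lnc5 had 0.22 FPKM in sperm-3, from 0.75 expected counts, and between 23.2 and 24.2 FPKM in the others. Lnc7 had 0.22 FPKM in sperm-2 from 0.5 expected counts, Lnc9 had 9.95 FPKM there from 17 expected counts, and both had 0 in the other pools. Cd4, a leukocyte marker that the paper tested by PCR, had 0.62 FPKM from 2 counts in sperm-2 and 0 in the others. Rplp1, a loading control of the paper's PCR, had 26.2 FPKM from 4 counts in sperm-3 and between 0 and 4.41 FPKM in the others. Among the high values, those of Lnc7, Cd4 and Rplp1 rest on 4 counts or fewer. Lnc5 is a low value of another kind, since it had 95.4 counts in sperm-1, whose total of 424606 is close to the 366455 of sperm-3, so a small total does not account for it. Sperm-2 has the largest total of the 4 pools, 1058017 counts against 366455 to 508252. Whether depth accounts for the other values was not tested.

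The paper does not report on the cadmium samples. Between cadmium sperm (n = 2) and the 3 control pools that the paper used, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 49 of 21865 transcripts, 18 higher and 31 lower. In testes the same test called 0 of 28423, and 345 had an unadjusted p under 0.05 with a change of more than 2-fold. The difference between the tissues was itself tested, and the cadmium effect differed between sperm and testes for 8 of 35825 transcripts with edgeR. The design had named limma alone for this test, and limma gave 0, where 2457 had an unadjusted p under 0.05, so the 8 depend on a change of test made after the tables were seen. The number in sperm varied widely with the method and depends on the test chosen. It ran from 0 with limma on log2(FPKM + 1) to 1348 with limma and a pseudocount of 0.1. The balance of directions varied as well, with 1343 higher and 5 lower at that pseudocount, against 19 and 32 with all 4 control pools. DESeq2 gave 11 and 10. The number in testes depended on the method too, with 15 when the replicate number was a block, 22 with DESeq2 and 353 without a filter. Same-numbered testes samples deviated together (r = 0.367), but with 2 samples per group the opposite pairing gives -0.367, so this cannot show pairing. The contrast of 0 with 49 is therefore not a measure of how the tissues differ.

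The largest changes in sperm were in transcripts of 1 gene, NONMMUG018329.2. Its transcripts NONMMUT029639.2 and NONMMUT029635.2 rose by a log2 fold change of 16.15 (standard error 0.815, adjusted p = 1.2e-82 from edgeR) and 14.83 (standard error 0.842, adjusted p = 3.0e-65 from edgeR), each with 0 FPKM in all 3 control pools. The cadmium samples differed widely for the former, with 6764 and 26.4 FPKM, and had 1546 and 884 FPKM for the latter. The standard error of 0.815, worked back from the test statistic, does not describe this spread. NONMMUT029670.2 changed by -12.01 (standard error 0.748, adjusted p = 5.2e-54 from edgeR), but it was also at 0 FPKM in sperm-1, an untreated pool outside this comparison. With the 14 transcripts of this gene summed, the log2 fold change was -1.30 (standard error 0.492, adjusted p = 0.546 from edgeR). The other named fall was in NM_001177868 of Rreb1, at -9.20 (standard error 1.51, adjusted p = 1.4e-06 from edgeR), and the summed transcripts of Rreb1 gave 0.57 (standard error 0.603, adjusted p = 1 from edgeR).

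One candidate explanation is that reads were divided differently among the transcripts of a gene. Of the 35 genes of the changed transcripts, 13 (37.1%) were also called with transcripts summed, so this explanation remains for the others. A difference in depth was tested by thinning all 5 samples to about equal depth in a single draw. Of the 49 transcripts, 100% kept their sign, but they had been chosen for their change, so this had little room to come out otherwise. Over the 21072 transcripts tested at equal depth, 39 were called, 14 higher and 25 lower. This argues against depth as the explanation of the number called, although it rests on a single draw and the filter was set before thinning. How many of the 39 are among the 49 is not given here.

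RNA from other cells was tested with marker genes of leukocytes, epithelium, earlier germ cells, and Sertoli and Leydig cells. Their summed share of the counts differed by -0.00135 percentage points, cadmium minus control, and the groups overlapped. The sign and the overlap both rest on sperm-3, at 0.0120%, where Star of the Sertoli and Leydig set gave 40 of 44 counts. Sperm-2 and sperm-4 had 0.00208% and 0.00197%, below the 0.00355% and 0.00446% of the cadmium samples. The leukocyte markers taken alone were higher in both cadmium samples, with 11 and 5 counts against 0 to 2 in the 3 control pools, and so were those of earlier germ cells, with 4 and 2 counts against 0. The cadmium samples therefore may hold RNA from other cells, which these few counts cannot decide. If reads were divided alike among the transcripts of its gene, which was not shown, an admixture of whole testis does not account for the rise of NONMMUT029635.2. NONMMUT029635.2 held 0.555% and 0.317% of the counts in cadmium sperm, 0.0437% and 0.0622% in control testes and 0.0502% and 0.121% in cadmium testes. NONMMUT029639.2 held 2.36% and 0.00919% in cadmium sperm, 1.75% and 1.39% in control testes and 2.32% and 2.64% in cadmium testes. A single cell type of the testis, or cells from elsewhere, were not tested for these transcripts. On linear FPKM, r with the control testes samples ran from 0.505 to 0.578 for cadmium sperm. It ran from 0.202 to 0.325 for the 3 control pools and was 0.372 and 0.362 for sperm-1. These values rest mostly on the highest transcripts, so they leave an admixture open without deciding it.

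The files of the groups also differ in how numbers are written. No value in the cadmium files ends in 0 after the decimal point, while the control files keep such zeros. With trailing zeros dropped, the share of transcripts with 2 decimals in both values was on average 3.22 percentage points higher in cadmium sperm (29.7 and 29.4%) than in the 3 control pools (23.3 to 29.6%). In testes it was not higher in every cadmium file, at 31.8 and 30.9% against 32.5 and 31.1% in control, and among control pools it was highest in sperm-2, which lists the most transcripts. These values give no sign of another precision once zeros are dropped. The way zeros are written could reflect formatting alone, and the testes files differ in the same way. On linear FPKM, r between a control and a cadmium testes sample ran from 0.972 to 0.995, against 0.975 between the 2 control testes samples. These r values speak against a large effect of processing on the highest transcripts in testes. The 0 transcripts that edgeR called in testes add little, since 0% of simulated 4-fold changes were recovered in that comparison. In sperm every cadmium file was written one way and every control file the other, so an effect of processing in sperm is not excluded. The changes are not called biological for these reasons.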

How the results depend on the processing

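Chosen after seeing the data were DESeq2, filterByExpr, summed transcripts, replicates 1 and 2 unpaired, and thinning as an alternative for the mean FPKM. So were the pair sperm-2 and testis-1 and every alternative of the tissue difference in the cadmium effect. All other alternatives were chosen before the data were examined. Limma with a trend on log2(FPKM + 1) was the test that the design named, and it became an alternative when the tables were found to hold counts. The cause of a change was not tested unless a value is given for it.

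On log10(FPKM + 1), the mean r became 0.689 among the 3 kept sperm pools, 0.898 between the testes samples and 0.604 between sperm and testes. Over transcripts above 0 in both samples, sperm-1 gave a mean of 0.709 with the other pools. The other alternatives for r moved it by less than the spread between pairs.

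The share of lncRNAs of 200 to 3000 bp moved to 77.2% in sperm and 82.5% in testes when detection in every sample was required, and to 85.8% in testes at an FPKM of at least 0.1. Leaving out 1 replicate gave 80.0 to 82.1% in sperm and 83.4 to 84.3% in testes. Detection in at least 2 pools left 9111 known and 1486 predicted lncRNA and 3175 known and 354 predicted mRNA transcripts, and detection in all 3 pools left 3619, 495, 1057 and 126. With 1 pool left out, these numbers ran from 11210 to 20452, 1943 to 3986, 3964 to 7709 and 440 to 787, and the lowest was each time without sperm-2, the deepest pool.

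The higher mean FPKM of lncRNAs than mRNAs in sperm, and of lncRNAs in sperm than in testes, kept its direction under every alternative tried, with log2 ratios of 1.25 to 2.61 and 0.30 to 1.06 for the former and 1.00 to 3.03 and 1.14 to 2.94 for the latter, known class first. In testes, the log2 ratio of predicted lncRNAs to predicted mRNAs reversed from 0.07 to -0.10 with medians, -0.32 without the highest 1% and -0.20 with testis-1 alone. With 1 testes replicate left out it ran from -0.20 to 0.33.

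Detection in every sample changed the shares of S3 Table to 3.55% in sperm and 31.8% in testes and that of S4 Table to 9.98%, and an FPKM of at least 0.1 gave 70.3% for S3 Table in testes. Leaving out 1 sperm pool gave 96.8 to 98.4% for S6 Table and 98.9 to 99.6% for S7 Table. The log2 ratios of the 8 RNAs of Fig 6 stayed above 0 wherever a ratio was formed. Lnc1 had no ratio without sperm replicate 2 or testes replicate 2, and Lnc4 had none without testes replicate 2, because a mean was 0. Without sperm replicate 2, Lnc1 was not higher in sperm, with 0 FPKM in sperm-3 and sperm-4 and 0.01 FPKM in testis-2.

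The 6144 transcripts changed between sperm and testes became 1351 without a filter, 9270 with limma on rescaled FPKM, 2626 with DESeq2's size factors and 1651 with filterByExpr. With the replicate number as a block, the pairing being taken from the labels, they became 1184, and with the same replicates 1 and 2 unpaired 1945. Without 1 sperm pool they ran from 796 to 4577. The 0 transcripts changed by cadmium in testes, where 345 had an unadjusted p under 0.05, became 353 without a filter, 22 with DESeq2, 4 with transcripts summed and 15 with the replicate block. Same-numbered testes samples deviated together (r = 0.367), while same-numbered sperm samples did not (r = -0.0402). The opposite pairing turns the sign of each r, so neither value can decide on pairing. The 49 in sperm became 1348 with limma and a pseudocount of 0.1, and 0 with limma on rescaled FPKM, 0 with limma without the trend and 0 with limma with the trend on log2(FPKM + 1), where 2811, 2192 and 2249 had an unadjusted p under 0.05 with a change of more than 2-fold. They became 21 with DESeq2, 7 with filterByExpr, 14 with transcripts summed, 31 with the replicate block and 4 with replicates 1 and 2 unpaired, and 6 to 35 without 1 control pool. The 8 transcripts with a tissue difference in the cadmium effect became 0 with limma, where 2457 had an unadjusted p under 0.05, and 20 with DESeq2, and 1 to 35 without 1 control pool. Leaving out a testes or a cadmium sample would have left 1 sample in a group, so these tests were not run.

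Among 304 values of 28 other results, 197 were the same, 67 weaker, 11 stronger, 25 moved and 4 reversed, the reversed ones being those given above. Of the known lncRNA transcripts, 71.6% had fewer than 10 counts in every one of the 3 pools, but at equal depth sperm-2 still listed 13096 of them against 5062 in sperm-3, so depth alone did not set the numbers. In the simulations the tests were limited by the spread between replicates. Changes of 4-fold were recovered for at most 0.5% of simulated transcripts at the dispersion of the samples. At a dispersion of 0.05, 54.5 to 88.0% were recovered. Only 200 transcripts were changed there, against 6144 called between sperm and testes, so these rates do not describe that comparison.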

Differences from the paper's values

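The paper's coefficient for sperm-1, read by eye in Fig 2A, is about 0.73 with sperm-2, about 0.76 with sperm-3 and about 0.64 with sperm-4, and the values here were 0.648, 0.682 and 0.553. Of the alternatives set before the data were examined, transcripts above 0 in both samples gave 0.734, 0.757 and 0.636, each closer to the paper's than the spread between such pairs, and under this setting none of the other pairs of Fig 2A differed. On log10(FPKM + 1), also set then, sperm-1 gave 0.696 with sperm-2 and 0.660 with sperm-4, within that spread, and 0.619 with sperm-3, outside it, but it moved all 3 pairs of the kept pools outside theirs, such as sperm-2 with sperm-3 to 0.662 and with sperm-4 to 0.764, against about 0.86 and about 0.89 read by eye in Fig 2A, and the testes pair to 0.898, against about 0.98. With lncRNAs alone all 3 pairs stayed outside it.

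The paper's average expression levels in sperm, read by eye in Fig 2D, are about 33 FPKM for known lncRNAs, about 18 for predicted lncRNAs, about 5.5 for known mRNAs and about 11 for predicted mRNAs, and the means over the 3 pools here were 71.0, 49.0, 13.8 and 23.9 FPKM. Of the alternatives set before the data were examined, counting unlisted transcripts as 0 gave 29.2, 16.5, 5.07 and 10.1 FPKM, within 1.5 times of the paper's values for all 4 classes. Leaving out the highest 1% gave 33.5, 22.6 and 8.18 FPKM for the known lncRNAs, predicted lncRNAs and known mRNAs, also within 1.5 times. It gave 17.2 FPKM for the predicted mRNAs, outside that range. In testes it gave 8.80 and 4.46 FPKM for the known and predicted lncRNAs, against about 17 and about 7.8 read by eye in Fig 2E. These were outside that range too, although the main setting was within it. Medians gave 4.14 FPKM for the known mRNAs in sperm. Leaving out sperm-3 gave 47.5 FPKM for the known lncRNAs. The other alternatives set before the data were examined did not close the gap. Sperm-2 alone, a setting chosen after seeing the values, gave 33.3, 17.9, 5.47 and 12.0 FPKM.

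The paper's log2 ratio of Lnc3, read by eye in Fig 6, is about 8.7, and the value here was 6.00 with a pseudocount of 1. A pseudocount of 0.1, set before the data were examined, gave 9.30, which differs from the paper's by less than the spread between pools, but the same pseudocount gave 3.40 for Lnc1 and 5.10 for Celf3, against about 8.4 and about 1.6 read by eye in Fig 6, outside that spread. The remaining alternatives set before the data were examined did not come within that spread. At their main settings the values of Lnc1 and Celf3 here, 7.66 and 2.11, differed from those of the figure by less than that spread. Lnc3 and Celf3 had 0 FPKM in both testes samples, so their ratios follow the chosen pseudocount. These values therefore cannot decide whether Lnc3 or Celf3 differs from the figure.

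The paper describes S1 Table and S2 Table as the most abundant lncRNAs of a testes and a sperm sample, the testes sample being the first replicate. Here S2 Table held mRNAs, 870 known and 130 predicted, with the FPKM of testis-2 for 1000 of 1000 and of testis-1 for 9. In S1 Table, 189 of 1000 transcripts were among the 1000 lncRNAs of highest FPKM in sperm-2. The paper counts the conserved lncRNAs of S4 Table by its lines, and here these held 511 distinct mouse lncRNAs. The paper marks differences of the averages in Fig 2D and 2E as significant, while the exact permutation tests here gave p = 0.25 and p = 0.2, the smallest that 3 pools, or 3 pools against 2 samples, allow.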

Other observations

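All tests below were chosen only after the results had been seen, that of depth between sperm and testes before its own value was known, and how the single-gene test was to be read was changed after its value was known.

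Sperm-1 had a Pearson coefficient under 0.85 with every other control pool, and the paper left it out for that reason. The gene NONMMUG018329.2 had the highest FPKM of all genes, summed over its 14 transcripts and averaged over the 4 control pools. The transcript NONMMUT029670.2 of this gene, 427 nt long, had 0 FPKM in sperm-1 and between 26448 and 32087 in the other control pools, and NONMMUT102084.1 had 1536 FPKM in sperm-1 and between 31292 and 40549 in the others. Without the transcripts of this gene, the mean coefficient of sperm-1 with the other pools was 0.888, and that among the other pools was 0.810. Leaving out each of 19 other genes of high FPKM gave sperm-1 a mean of 0.596 to 0.628. A candidate explanation is therefore that transcripts of 1 gene account for the low coefficient. The gene was picked because it differed in sperm-1, so the test could hardly have come out otherwise and cannot decide this. No biological explanation was tested.

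On linear FPKM, sperm-1 correlated more with the cadmium sperm samples (mean r 0.774) than with the other control pools (0.628), a difference of 0.147. Without the 10 transcripts of highest mean FPKM the difference was -0.110, which is consistent with the pattern resting on a few transcripts. A mislabelled sample was tested with ranks at equal depth. The mean Spearman rho of sperm-1 was lower with cadmium than with control sperm by a difference of -0.0111, and it ran from 0.475 to 0.483 with the cadmium samples and from 0.485 to 0.497 with the control pools. The margin is small, and other values point both ways. On log10(FPKM + 1) at unequal depth, the mean r of sperm-1 was 0.689 with the cadmium samples and 0.658 with the control pools. This does not single out sperm-1. On that scale sperm-2 had 0.845 and 0.847 with the cadmium samples, against 0.662 with sperm-3 and 0.764 with sperm-4. For sperm-3 and sperm-4, the ranges with the cadmium samples and with the other kept pools overlapped. NONMMUT029670.2 had 0 FPKM in sperm-1 and 0 and 11.4 FPKM in the cadmium samples, and NONMMUT029669.2 had 0 in sperm-1, 0 and 1393 in the cadmium samples and between 6887 and 21356 in the other control pools. Other transcripts of the same gene set sperm-1 apart from cadmium sperm, since NONMMUT029635.2 had 0.15 FPKM in sperm-1, 0 in the other control pools and 1546 and 884 in the cadmium samples, and NONMMUT029639.2 had 0.01 FPKM in sperm-1 and 6764 and 26.4 in the cadmium samples. Without this gene, the mean r of sperm-1 was 0.888 with the control pools and 0.782 with the cadmium samples. Ranks at equal depth therefore speak against a mislabelled sample without excluding it.

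The mean FPKM of known lncRNAs over the transcripts listed was higher in every sperm pool than in either testes sample. A difference in depth was tested by thinning all samples to the same total. The log2 ratio fell from 1.93 to 1.11, and the lowest sperm pool, at 47.4 FPKM, stayed above the highest testes sample, at 40.3 FPKM, so depth may account for part of the difference and not for all of it. A larger share of the library on known lncRNAs was tested too, and the share differed by 0.618 percentage points, sperm minus testes, with overlapping ranges. Of the counts, the share on known lncRNAs was lower in every sperm pool, from 73.5 to 76.1% against 78.0 to 78.6%, and that on all lncRNAs was higher, from 87.8 to 89.5% against 86.0 to 86.4%. At equal depth the sperm pools still listed fewer known lncRNA transcripts, 5062 to 13096 against 14622 and 18526 in testes. The amount of RNA that went into the libraries was not tested as an explanation, so the difference is not called biological.

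The paper tested sperm purity by PCR of marker genes. In the 4 sequenced control pools, Kit (c-kit) and Cdh1 (E-cadherin) had 0 counts, and Cd4 had 2 counts in sperm-2 and 0 in the others. Of the markers that the paper did not test, those of earlier germ cells had 0 counts in these pools. Star, of the Sertoli and Leydig set, had 0, 16, 40 and 6 counts. Its share in sperm-3, 0.0109%, was above the 0.00586% and 0.00568% of the control testes. The epithelial marker Krt8 had 4 counts in sperm-3, and Krt18 had 2 in sperm-2 and 4 in sperm-4. In the cadmium sperm samples, Cd4 had 6 and 4 counts, Cdh1 1 and 3, and Kit 0 in both. Prm2 had 45, 148, 49 and 130 counts in the 4 control pools, and Prm1 had 6, 2, 0 and 2. Kit and Cdh1 were also at 0 in both control testes samples, so at this depth a count of 0 does not show that a cell type was absent. Rplp1 had 0, 2, 4 and 0 counts and Actb 0, 23.1, 2 and 11 counts in the control sperm pools.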
